A study of Mus musculus with 6 samples. Its data were reported in "VEGF-C prophylaxis favors lymphatic drainage and modulates neuroinflammation in a stroke model" (2024).

How the data were processed

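Bulk RNA sequencing was analysed from 6 libraries of sorted dural LECs, 3 from AAV-CTRL and 3 from AAV-VEGF-C mice. Per the labels, total RNA from pooled animals was made into stranded total RNA libraries for low input, and the experiment was repeated for each replicate number. The authors deposited estimated counts per gene, not scaled between libraries, and TPM values, which correct for gene length and for the library total. The aligner, the counting program and the genome build are not stated in the labels or the methods, and neither is the use of strand or of molecular identifiers in counting. Of the 55401 gene identifiers, 98.1% equal those of GENCODE M21 on GRCm38 with their version, and 99.5% without it, so positions, gene types, lengths and GC content were taken from that annotation. Overlapping genes are therefore reported as uncertain. Every row of the tables named a gene.

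The groups came from the labels. The estimated counts were rounded to whole numbers. Genes were kept by filterByExpr of edgeR (version 4.0.16, in R 4.3.3), libraries were scaled by TMM factors, and AAV-VEGF-C was compared with AAV-CTRL by the quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. The study used DESeq2, which was run as an alternative (version 1.42.0). Panels written by hand were tested with camera of limma (version 3.58.1) with a preset correlation of 0.01 on voom values, since the gene sets of the study were not analysed here. Single values per library were compared by two-sided exact permutation tests, which cannot give less than 0.1 for 3 libraries against 3. Shares have 95% Wilson intervals, and 3 counts were taken as the floor of detection. Totals from 564475 to 12399498 counts limit the low genes of the AAV-VEGF-C libraries most.

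The genes named are the sort markers, the vector's gene and its receptor, the genes in the study's text, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, no overlap between groups in CPM and a mean TPM of at least 5, leaving out predicted, ribosomal, mitochondrial, histone and small RNA genes. The groups, the tests, this rule, the panels and most other settings were fixed before the data were examined. These settings covered scaling, filters, the test (DESeq2, limma on log2 TPM with pseudocounts of 1 and 0.1, voom with sample weights, fgsea 1.28.0), gene length, the replicate block, subtraction of background and leaving out each library. Corrections for GC content, a GC-dependent background and drawn-down counts in the gene tests were added after the data were seen.

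Replicate numbers are shared by the groups, and the labels tie them to repeats of the experiment. The deviations of same-numbered libraries from their group means correlated across genes, which are not independent replicates, at 0.37, 0.28 and 0.15 for numbers 1, 2 and 3. The highest value between different numbers was 0.22, between AAV-CTRL 3 and AAV-VEGF-C 2. The numbers were therefore taken to pair the libraries. The main gene and panel tests nevertheless left the pairing out, as did most alternatives. Only the fits named as having the replicate block used it. No pair of libraries within a group agreed within sampling noise (chi-square per degree of freedom of at least 9.61). On data simulated from the means and depths of these libraries, edgeR recovered 95.0% of 199 changed genes with 4.55% false calls. The changed genes were raised or lowered by a log2 fold change of 3 and had a minimum mean count. Dispersion, the spread between libraries, was set lower than the common value of 0.23 found here. No background reads or replicate effects were added, so these rates do not carry over to the calls on the real libraries. Reads from the vector, whose sequence was not analysed here, are not counted apart from *Vegfc*. The control virus encodes part of VEGFR-3, so its reads may likewise be counted as *Flt4* in AAV-CTRL.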

Results

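RNA was sequenced from lymphatic endothelial cells (LECs), the cells that line lymphatic vessels, sorted from the dura mater of mice. The animals had received an adeno-associated virus (AAV) encoding the lymphatic growth factor VEGF-C (AAV-VEGF-C) or a control virus (AAV-CTRL). Per the study, the control virus encodes a soluble part of the receptor VEGFR-3 that does not bind VEGF-C. Each group had 3 libraries, each from pooled animals of a separate experiment, numbered 1 to 3 in both groups. The total counts were 6530269, 7858091 and 12399498 in AAV-CTRL 1, 2 and 3. They were 564475, 1435008 and 3261935 in AAV-VEGF-C 1, 2 and 3. These totals count reads assigned to genes, and all of them lie far below the number of reads per sample given in the study's methods. They are called depth here. Every AAV-VEGF-C library was therefore shallower than every AAV-CTRL library (ratio of means 0.196, two-sided exact permutation p = 0.1, the smallest that 3 libraries against 3 allow). Depth and treatment cannot be told apart in this design, since no depth range holds libraries of both groups.

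The complexity of the libraries was compared first, because sorted cells give little RNA. At least 1 count was found for 26814 ± 226 genes (SD, n = 3) in AAV-CTRL and 31750 ± 8234 genes in AAV-VEGF-C, with overlapping values (exact permutation p = 0.4). When every library was drawn down at random to the smallest total, the numbers were 16807 ± 288 and 25630 ± 2171 genes, and the groups no longer overlapped (exact permutation p = 0.1). The 100 most abundant genes of a library took 38.8% ± 6.39 of counts in AAV-CTRL and 50.1% ± 6.78 in AAV-VEGF-C (exact permutation p = 0.1). The transcript CT010467.1 alone took from 1.98% to 23.1% of the counts of a library.

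Reads in gene families that endothelium is not known to use were taken as a measure of background. These were 1631 olfactory, vomeronasal and bitter taste receptors, keratin-associated proteins and defensins. They received 260 CPM (counts scaled to the library total) in AAV-CTRL 1 (95% Wilson interval 248 to 272), 157 in AAV-CTRL 2 (148 to 166) and 134 in AAV-CTRL 3 (128 to 141). They received 6564 CPM in AAV-VEGF-C 1 (6357 to 6778), 3486 in AAV-VEGF-C 2 (3391 to 3584) and 2691 in AAV-VEGF-C 3 (2635 to 2747). The intervals cover counting error only, since reads were not shown to be counted as single molecules. The mean share was 23.1-fold higher in AAV-VEGF-C, with no overlap between groups (exact permutation p = 0.1), and 16.8-fold higher without AAV-VEGF-C replicate 1. At least 1 count was found for 30.9% ± 6.47 of these genes in AAV-CTRL and 60.7% ± 20.04 in AAV-VEGF-C (exact permutation p = 0.1).

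**Figure D1:**
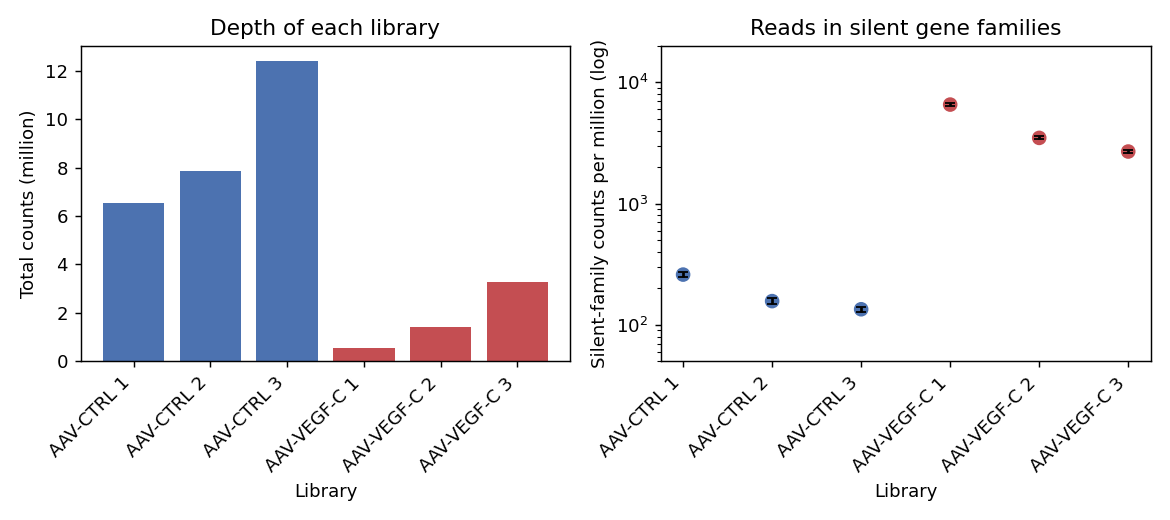
Bars on the left give the total counts of each library and points on the right give the CPM in silent gene families on a log axis, with 95% Wilson intervals. All 3 AAV-VEGF-C libraries were shallower than the AAV-CTRL libraries and had between 2691 and 6564 CPM in these families.

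Principal component analysis of log2 CPM placed the groups apart on the first component, which held 62.1% of the variance. The gap between group means on it was 2.90 times the pooled within-group SD, and 1.63 times when only genes with a mean of at least 5 TPM, an abundance corrected for gene length, were used. AAV-VEGF-C 1 lay farthest out, at 205, against 51.5 and 40.6 for AAV-VEGF-C 2 and 3.

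To find the genes that differed after VEGF-C treatment, 17459 genes were tested with edgeR's quasi-likelihood test. At a Benjamini-Hochberg adjusted p under 0.05, 1835 genes were higher and 115 were lower in AAV-VEGF-C. The smallest adjusted p was 0.0069. All 1835 higher genes and 108 of the lower genes had an absolute log2 fold change of at least 1. These numbers depended on the filter, the test and the libraries. With no filter 9382 genes were higher and 1175 were lower. Without AAV-CTRL replicate 2 or without AAV-CTRL replicate 3, 0 genes were higher and 0 were lower, while 5071 and 4627 genes had an unadjusted p under 0.05. Without AAV-VEGF-C replicate 2, 8 genes were higher and 0 were lower. With the replicate number as a block, 2241 genes were higher and 362 were lower. In 39.9% of tested genes the groups did not overlap, where chance gives 10%.

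The rises lay mainly in genes with few transcripts. Of the 1835 higher genes, 1713 (93.4%) had a mean TPM under 5, and 664 had at most 3 counts in every AAV-CTRL library. The median log2 fold change was 3.66 for the 1368 tested genes with a mean TPM under 0.5, and -0.45 for the 702 genes at 50 and over. Over all tested genes the median was -0.0037, and over the 7234 genes with a mean TPM of at least 5 it was -0.41. When libraries were scaled on their 2000 most abundant genes, the median of all genes was 0.32 and the calls were 2088 higher and 10 lower. Among tested genes of the silent families, 173 of 200 were higher.

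**Figure D2:**
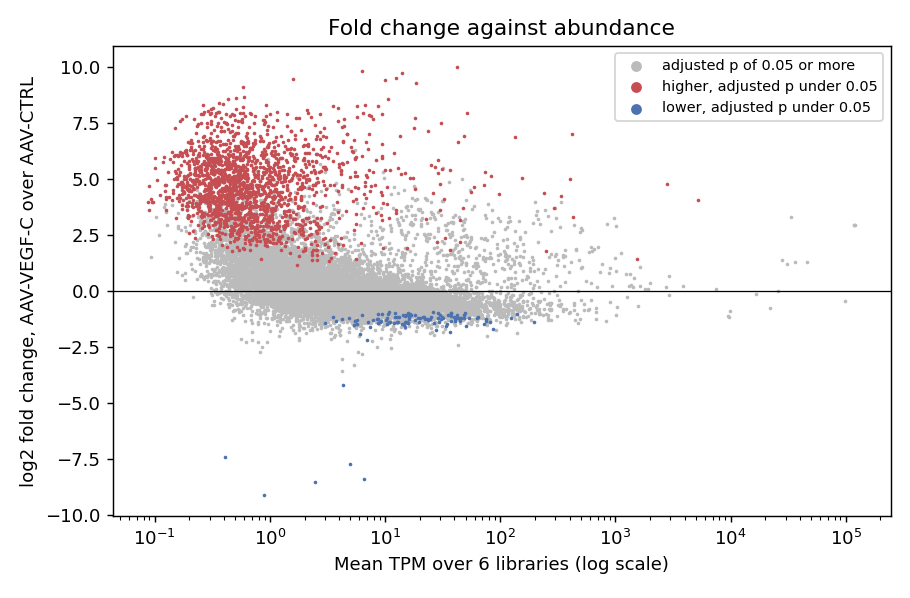
Each point is a tested gene, with its mean TPM over the 6 libraries on a log axis and its log2 fold change, AAV-VEGF-C over AAV-CTRL. Of the 1835 higher genes, 93.4% lay at a mean TPM under 5.

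The genes that mark the sorted cells, and the genes for the vector's product and its receptor, had no adjusted p under 0.05 (edgeR). *Lyve1* had a log2 fold change of 0.0062 (SE 0.51, adjusted p 0.997), *Pdpn* of -0.60 (SE 0.44, adjusted p 0.415) and *Pecam1* of -1.06 (SE 0.50, adjusted p 0.212). With no filter *Pecam1* was called lower (-1.36, adjusted p 0.0173), and its adjusted p ran up to 0.705 after drawing down. *Ptprc*, which encodes the leukocyte antigen CD45 used to exclude cells, had a log2 fold change of -0.16 (SE 1.38, adjusted p 0.960). *Vegfc* was at 9.31 ± 7.39 TPM (SD, n = 3) in AAV-CTRL and 2.62 ± 0.557 in AAV-VEGF-C (log2 fold change -0.32, adjusted p 0.757). *Flt4*, which encodes the receptor VEGFR-3, had a log2 fold change of 0.35 (adjusted p 0.774). In TPM, *Pecam1*, *Pdpn*, *Lyve1*, *Vegfc* and *Flt4* were lower in every AAV-VEGF-C library than in every AAV-CTRL library. Lower TPM was general, since the median log2 fold change over tested genes with a mean TPM of at least 5 was -1.31 under limma on log2(TPM + 1). The sign of *Lyve1*, *Ptprc*, *Vegfc* and *Flt4* changed with the scaling, the filter, the test or the libraries used. *Ptprc* overlaps 1 gene on the same strand, so its counts are uncertain.

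Genes named in the study were then examined. Its text genes and displayed secreted-factor genes were chosen on these same libraries, so their calls are not independent evidence. For *Cacna1d* and *Dcn* the study also reported a rise and a fall by quantitative PCR on dura mater. Over all genes tested, 7 of the 8 text genes and 13 of 14 tested secreted-factor genes were higher. Adjusted over the list alone, the numbers were 7 and 14. Their median log2 fold changes were 4.57 and 3.93, and 4.35 and 3.72 with genes at the floor of 3 counts set to their bound. Without AAV-VEGF-C replicate 1, 6 text genes and 8 secreted-factor genes were higher over all genes tested, and without AAV-VEGF-C replicate 3, 4 and 0 were, although 6 and 12 had an unadjusted p under 0.05. Without AAV-CTRL replicate 2, without AAV-CTRL replicate 3 or without AAV-VEGF-C replicate 2, 0 genes of each list were, although at least 7 and 14 had an unadjusted p under 0.05. The comparison lists gave 0 calls among 16 housekeeping genes and 0 among 6 tested erythroid genes, with median log2 fold changes of -0.68 and -0.53.

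*Slc12a3* (ENSMUSG00000031766.4, a protein-coding gene on chromosome 8 at 94329201 to 94366214 of GRCm38) had a log2 fold change of 4.58 (SE 0.57, edgeR adjusted p 0.0193) on 18 and 87 summed counts in the groups. *Cacna1i* (chromosome 15, 80287238 to 80398279) had 4.42 (SE 0.47, adjusted p 0.0178), and its TPM values overlapped between groups. *Cacna1d* (chromosome 14, 30039939 to 30491455) had 251, 343 and 255 counts in AAV-CTRL and 809, 547 and 443 in AAV-VEGF-C, with a log2 fold change of 4.56 (SE 1.01, adjusted p 0.0291), and of 2.88 without AAV-VEGF-C replicate 1. Its span overlaps 1 gene on the same strand and 6 on the other strand, so its counts are uncertain. *Ccl28* (chromosome 13, 119623819 to 119654359) had 4.06 (SE 0.79, adjusted p 0.0222) on 15 and 35 summed counts. *Slc6a3* and *Kcnmb1*, which overlaps 1 gene on the other strand, had at most 2 counts in each AAV-CTRL library. Their mean CPM in AAV-VEGF-C was at least 10.4-fold and at least 19.4-fold higher, which bounds the group mean and not each library. *Slc6a3* had only 2, 5 and 10 counts in AAV-VEGF-C 1, 2 and 3. *Dcn* (chromosome 10, 97479609 to 97518143) was the text gene that fell, from 149 ± 74.5 TPM to 23.4 ± 11.7 (log2 fold change -1.69, SE 0.37, adjusted p 0.0287). Its adjusted p ran from 5.31e-04 with no filter to 0.304 among genes with a mean TPM of at least 5. Without any 1 of the 6 libraries it was above 0.05, from 0.0552 to 0.0835.

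**Figure D3:**
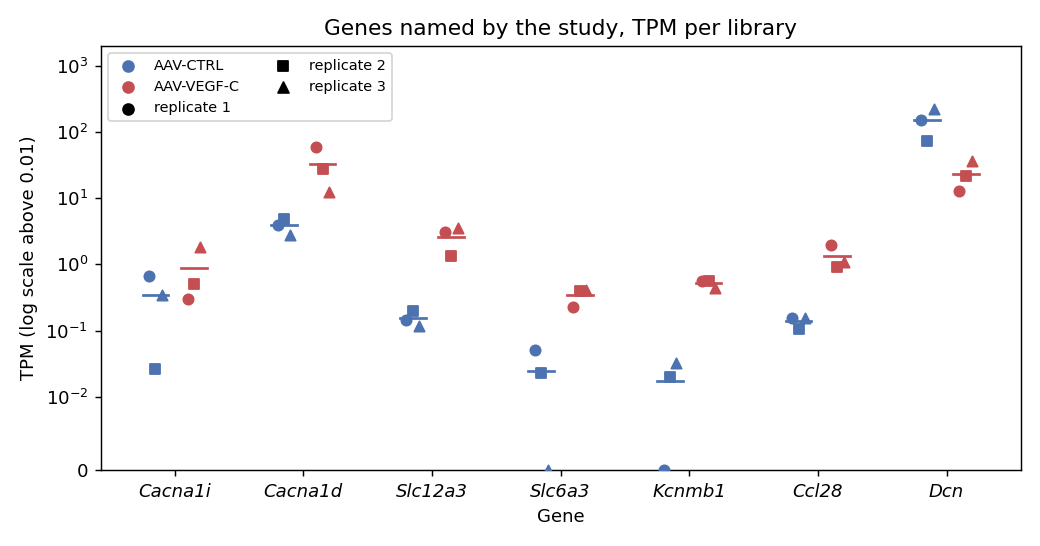
Points give the TPM of each library for 7 genes named in the study, on a log axis above 0.01, with horizontal lines at the group means and symbols for the replicate number. *Dcn* is lower in all 3 AAV-VEGF-C libraries, and *Cacna1i* overlaps between groups.

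Among genes with a mean TPM of at least 5, an adjusted p under 0.05 and no overlap between groups, the 5 largest rises included those in *Crybg2*, *Fgf5*, *Tbx3os2* and *Hspb7*, with log2 fold changes of 9.97, 9.81, 7.92 and 7.89. Without AAV-VEGF-C replicate 1 these were 6.99, 7.61, 4.33 and 5.55. All 4 genes lost their call under voom with sample weights and among genes with a mean TPM of at least 5. After each background subtraction without the replicate block they lost it as well. They also lost it without AAV-CTRL replicate 2, without AAV-CTRL replicate 3 and without AAV-VEGF-C replicate 2. *Tbx3os2* lost it without AAV-VEGF-C replicate 1 as well (adjusted p 0.103). Without AAV-VEGF-C replicate 3, *Crybg2* and *Tbx3os2* lost it (adjusted p 0.0521 and 0.0607). With the block after the GC-dependent subtraction all 4 genes kept it (edgeR adjusted p from 5.5e-05 to 0.0102). Over the alternatives the adjusted p of the 4 genes ran from 5.66e-43 (*Crybg2*, no filter) to 0.304 (*Tbx3os2*, mean TPM of at least 5). *Crybg2* had 17, 8 and 0 counts in AAV-CTRL and 1387, 365 and 117 in AAV-VEGF-C, so its count fell as the depth of the library rose. *Fgf5* had at most 3 counts in each AAV-CTRL library and 141, 73 and 13 in AAV-VEGF-C 1, 2 and 3. Its mean CPM in AAV-VEGF-C was at least 358-fold higher, a bound on the group mean and not on each library. The 5 largest falls were in *Tnmd*, *Txn1*, *Ogn*, *Septin2* and *Dcn*, with log2 fold changes from -2.19 to -1.69. All 5 lost their call when scaled on the 2000 most abundant genes (adjusted p from 0.0546 to 0.0853). They also lost it with a mean TPM of at least 5 (0.304) and after each background subtraction without the replicate block. Without any 1 library they lost it too, except *Txn1* and *Septin2* without AAV-CTRL replicate 1. They kept it under DESeq2, with no filter and with the replicate block. With the block after the GC-dependent subtraction, only *Ogn* and *Septin2* of these 5 kept it (edgeR adjusted p 0.0426 and 0.0241). *Tnmd* had 2, 3 and 19 counts in AAV-VEGF-C, and *Txn1* had 2, 4 and 12. *Crybg2* and *Ogn* overlap genes on the other strand and *Septin2* overlaps 1 on the same strand, so their counts are uncertain.

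Panels of genes for pathways and cell types were tested with camera, with Benjamini-Hochberg adjustment over 12 panels and all tested genes as background. The panels for fibroblasts (median log2 fold change -1.08, adjusted p 6.93e-07), reactive oxygen species (-0.52, adjusted p 2.31e-04), apoptosis (-0.32, adjusted p 0.0124) and interferon response (-0.30, adjusted p 0.0273) were lower. The neural panel was higher (1.23, adjusted p 0.0032). The panels for Wnt, Notch, proliferation, lymphatic endothelium, blood endothelium, leukocytes and mural cells were not past the threshold, with adjusted p from 0.0732 to 0.512. Under fry, and under camera with an estimated correlation, 0 of the 12 panels were past the threshold, and 3 and 1 had an unadjusted p under 0.05. Of the 10 ways to split the libraries into equal groups, 5, the real one included, gave as many panels past the threshold. The number of panels called is thus no evidence of an effect. With the replicate block, 7 panels were lower, with Notch, blood endothelium and mural cells added. Without AAV-CTRL replicate 1, and without AAV-VEGF-C replicate 1, 7 panels were lower, and without AAV-CTRL replicate 2, 2 were lower and 0 were higher. The apoptosis and interferon panels lost their call without AAV-CTRL replicate 2 (camera adjusted p 0.0588 and 0.0830). They also lost it with a mean TPM of at least 5 (0.465 and 0.974) and after background subtraction (0.381 and 0.692). Among genes with a mean TPM of at least 5, the median was -0.026 for the interferon panel and -0.14 for the apoptosis panel. It was -0.028 for all genes tested at that level.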

Values the study reported

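The study reported log fold changes of 4.37 for a gene it calls Cacna1 (false discovery rate 8.83e-1), 4.76 for Slc12a3, 4.55 for Slc6a3, 5.91 for Kcnmb1 and 4.06 for Ccl28.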

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

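The higher genes outnumbered the lower genes in each of the fits tried that called any gene. The number of calls depended strongly on the processing. The 1835 higher genes stayed within 1.5 times under DESeq2 size factors, library size alone, scaling on the 2000 most abundant genes, robust fitting, voom with sample weights, the length correction and the added GC-content correction. They became 9382 with no filter and 5534 under DESeq2, which test more genes, and 1112 under limma on log2(TPM + 1). They became 9 among genes with a mean TPM of at least 5, 10 after the silent-family background was subtracted, 11 after a GC-dependent background was subtracted, and 16 of 7610 tested genes after drawing down. For the filter and the drawn-down counts fewer genes were tested, and the rest of the cause was not tested. For the subtractions, 797 and 814 of the 1835 genes were still tested, and 785 and 801 of them had a log2 fold change of at least 1. The other higher genes were no longer tested, and those that were tested are mainly genes with counts above the background. Across the 6 fits that each left out one replicate, the higher genes ran from 0 (without AAV-CTRL replicate 2, and without AAV-CTRL replicate 3, where 5071 and 4627 genes had an unadjusted p under 0.05) to 1771 (without AAV-CTRL replicate 1) and the lower genes from 0 to 48.

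The 115 lower genes became 53 with library size alone, 10 when scaled on the 2000 most abundant genes, 1175 with no filter, 471 under DESeq2, 434 under limma on log2(TPM + 1), 267 under voom with sample weights and 578 at an adjusted p under 0.1. They became 0 with a mean TPM of at least 5, after either subtraction and after drawing down, where 1009, 2071, 1992 and 798 genes had an unadjusted p under 0.05. The share of calls that were higher was 94.1%, and 71.9% under limma on log2(TPM + 1), with 1112 higher and 434 lower, and 81.5% at an adjusted p under 0.1, with 2544 higher and 578 lower. With the GC-content correction and the block it was 83.9%, with 2334 higher and 447 lower. Scaling moved the median of all genes from -0.0037 to 0.32 on the 2000 most abundant genes and to -0.10 with library size alone, and to -0.72 and -1.04 under limma on log2(TPM + 1) and log2(TPM + 0.1). The cause was not tested for these changes.

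With the replicate block the lower genes became 362, with the length correction and the block 412, and with the GC-content correction and the block 447. With the block after subtraction of the GC-dependent background, 537 genes were higher and 8 lower, and 1 text gene and 3 secreted-factor genes were higher. Without the block after that subtraction, after subtraction of the silent-family background, with a mean TPM of at least 5 and after drawing down, 0 genes of each list were higher. After the silent-family subtraction 5 and 8 genes of these lists had an unadjusted p under 0.05, and after the GC-dependent subtraction 4 and 7 did. With a mean TPM of at least 5, 0 genes of the secreted-factor list were left to test. Of the secreted-factor genes, 7 were higher under limma on log2(TPM + 1) and 7 under limma on log2(TPM + 0.1). When one replicate was left out, the lists ran from 0 to 6 and from 0 to 9 genes.

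The 4 lower panels became 0 under fry and under camera with an estimated correlation (2 and 1 at an unadjusted p under 0.05), 7 under fgsea, 1 with a mean TPM of at least 5, 7 with the replicate block and 2 after background subtraction. The 1 higher panel became 0 under fry, under the estimated correlation and with a mean TPM of at least 5. Leaving out one replicate gave from 2 to 7 lower and from 0 to 1 higher panels. The direction camera gave the leukocyte panel turned to lower with the block (adjusted p 0.808), although the panel median stayed positive (0.88 without the block, 0.011 with it). That median ran from -1.20 without AAV-CTRL replicate 1 to 1.80 without AAV-CTRL replicate 2. The difference in silent-family genes detected was 29.8 percentage points, and 6.99 at a minimum of 10 counts. The gap on the first principal component fell from 2.90 to 1.63 SDs with a mean TPM of at least 5.

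Markers near no change reversed. *Lyve1* was at -0.17 with library size alone, -0.31 with no filter, -0.062 under DESeq2, -1.06 and -1.12 under limma on log2(TPM + 1) and log2(TPM + 0.1), -0.49 under voom, -0.018 with the block, -0.096 with the length correction and -0.12 with both. *Ptprc* was at 0.053 when scaled on the 2000 most abundant genes, 0.10 with a mean TPM of at least 5, 1.04 under voom, 0.073 with the length correction and the block, 0.039 after the GC-dependent subtraction and 0.31 after drawing down. *Vegfc* was at 0.068 when scaled on the 2000 most abundant genes, 0.069 with a mean TPM of at least 5 and 0.41 after drawing down. *Flt4* was at -0.92 and -0.97 under limma on log2(TPM + 1) and log2(TPM + 0.1) and -0.19 under voom. Leaving out one replicate put *Lyve1* between -0.55 and 0.47, *Ptprc* between -1.06 and 0.59 and *Flt4* between -0.64 and 0.83. *Pecam1* was called lower with no filter (-1.36) and in no other fit. *Dcn* kept its direction but not its call when any 1 library was left out, when scaled on the 2000 most abundant genes, with a mean TPM of at least 5, after each subtraction and after drawing down. Over named genes and panels 158 values in all lost their call and 17 gained one. The cause was not tested. The other named genes kept their direction in every fit that gave a value.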

Other observations

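The tests on the X to autosome ratio (chosen once the silent-family reads were known), on bias by GC content, on background by GC content, on observed against predicted counts, on the order of counts with depth, on even spread, on composition and on leukocytes were chosen after the results were seen. The splits and the length correction were planned, but what they would show was written down with the numbers of calls already known.

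More genes were higher than lower in AAV-VEGF-C. Unequal numbers of reads as such are argued against, since the drawn-down libraries still had 1.52 times as many genes with at least 1 count in AAV-VEGF-C. At an equal total, 4.82% of silent-family genes were detected in AAV-CTRL and 42.6% in AAV-VEGF-C. Genes with at least 10 counts did not differ (ratio 0.948, exact permutation p = 0.6), so the excess lay in genes with few counts. These ratios concern detection and not the calls, and whatever made the AAV-VEGF-C libraries shallow stays confounded with the treatment. Whether the libraries were sequenced unevenly or reads were lost before counting is not shown by the deposited files. Bias with GC content or with gene length as the whole cause is argued against as well, since 1766 and 1823 of the higher calls were kept under those corrections. Of the 10 splits of the 6 libraries, 1 (the real one) gave as many genes past the threshold. The 3 other splits that part all 3 same-numbered pairs gave 0 genes, with from 109 to 236 at an unadjusted p under 0.05, and the 6 splits that part 1 pair gave 0 as well, with from 82 to 906. Since 1 of 10 is the smallest share these splits can give, chance cannot be told apart from an effect. The same holds for the study's lists, where 1 of the 10 splits gave as many calls. For the panels, 5 of the 10 splits, the real one included, gave as many panels past the threshold. The number of panels called is therefore no more than regrouping the libraries gives.

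Background reads were a candidate source of the rises. Counts per kb in genes nearly silent in AAV-CTRL were higher in the highest than in the lowest of 10 bins of GC content in every library. The rise was from 0.0713 to 0.275, from 0.0602 to 0.220 and from 0.136 to 0.166 in AAV-CTRL 1, 2 and 3, so it was not particular to AAV-VEGF-C. It was from 0.263 to 0.790 in AAV-VEGF-C 1, from 0.459 to 1.22 in AAV-VEGF-C 2 and from 0.770 to 5.62 in AAV-VEGF-C 3. After subtraction of the silent-family rate, 785 higher genes had a log2 fold change of at least 1, and after subtraction of a GC-dependent rate 801 did. Most others were no longer tested. Because the filter then keeps mainly genes with counts above the background, these numbers decide nothing, and for the higher genes as a whole background cannot be told apart from induction. Counts were compared with a prediction, the AAV-CTRL level plus background, for 106 higher genes with a mean TPM of at least 5. They were a median 12.2 times those predicted, and 97.2% of the genes lay more than 2-fold above. This argues against a background set by GC content alone as the source of these counts. The mean TPM includes the AAV-VEGF-C libraries, so a rise itself helps a gene into this set. Only 1 gene not chosen by its AAV-VEGF-C counts was available for comparison at that level, so the effect of this choice was not measured. For the higher genes with a mean TPM under 5, 58.3% lay within 2-fold of the prediction and 41.7% lay more than 2-fold above it. Among 2246 reference genes not chosen by their AAV-VEGF-C counts, 78.2% lay within 2-fold and 8.59% above. Choosing the highest of all tested genes may raise the share above the prediction by an amount that was not measured, so background cannot be told apart from induction for these genes.

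Of the 7 genes named in the study that rose, 4 had summed counts within 2-fold of this prediction. Among these 4, *Cacna1i* had 91 counts against 72.1 predicted, *Slc12a3* 87 against 67.2 and *Slc6a3* 17 against 15.4. *Kcnmb1* was at 2.05 times, *Ccl28* at 3.17 times and *Cacna1d* at 8.10 times its prediction. Because the genes were picked on these libraries, background cannot be told apart from a rise for the 4 genes, and an effect of VEGF-C stays open, untested.

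Reads in genes near silent in AAV-CTRL were spread over many genes. Of 4730 such genes, 31.6%, 55.6% and 78.4% had at least 1 count in AAV-VEGF-C 1, 2 and 3. This was at least 0.874 times the share that an even spread by length and GC content gives, which argues against a limited set of induced genes as the only source of these reads. The counts were less even than that spread, with a variance of 16.004, 4.43 and 3.03 times the expected one and sums of 1.58, 1.18 and 1.08 times the expected ones. Added reads from some of the genes therefore stay open, most of all in AAV-VEGF-C 1. Genomic DNA is a candidate. *Xist* was present (169 to 15050 counts), and among *Ddx3y*, *Uty*, *Eif2s3y* and *Kdm5d* on the Y chromosome the highest count was 14, for *Kdm5d* in AAV-VEGF-C 3, as in female animals. For these DNA would give an X to autosome ratio near 1. The labels give no sex, and the study describes its wild-type mice as male. Over 166 Y-linked genes with 0 AAV-CTRL counts the rate was 0, 0.0084 and 0.030 times the autosomal one in AAV-VEGF-C 1, 2 and 3, which gives no sign of male DNA, although how reads shared between copies of a gene were counted is not stated. The ratio was 0.704 (95% bootstrap interval 0.424 to 1.01), 0.772 (0.592 to 1.001) and 0.816 (0.671 to 0.969) in AAV-VEGF-C 1, 2 and 3. With the 5% highest genes left out, a choice made after the values were seen, it was 0.505, 0.629 and 0.772, and each interval lay below 1. With an adjustment for GC content over all genes it was 0.786 (0.480 to 1.13), 0.824 (0.626 to 1.07) and 0.938 (0.807 to 1.06). With both, the intervals lay below 1 in AAV-VEGF-C 1 and 2 and reached 1.002 in AAV-VEGF-C 3. The ratio in AAV-VEGF-C 3 thus lay below 1 without that adjustment and its interval included 1 with it, so DNA cannot be told apart from other background.

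Some abundant rises did not scale with depth. *Rcan2*, chosen after its values were seen, had 11309, 6705 and 3087 counts in AAV-VEGF-C 1, 2 and 3 and 971, 598 and 265 in AAV-CTRL 1, 2 and 3, in the reverse order of the totals in both groups. Of the 122 higher genes with a mean TPM of at least 5, 38.5% had counts that fell from the smallest to the largest AAV-VEGF-C library. Of 7112 other tested genes at that level, 0.211% did. From the smallest to the largest AAV-CTRL library the shares were 29.5% and 2.53%, so the order was not particular to AAV-VEGF-C. Chance gives 16.7%. A fixed amount of amplified or carried-over fragments per library is a candidate explanation. It cannot be told apart from a difference between experiments, since these genes were chosen for rising. No other technical explanation was tested.

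The genes that were lower had a median log2 fold change of -1.27, and of -0.92 when libraries were scaled on the 2000 most abundant genes. A shift in composition may thus account for part of the falls. Because these genes were chosen for falling, composition cannot be told apart from a fall of the genes themselves. The fall of *Dcn* (-1.69) went with a median of -1.21 over the 18 other fibroblast genes tested, all of which fell, against -0.41 for tested genes with a mean TPM of at least 5. When scaled on the 2000 most abundant genes all 18 still fell, with a median of -0.83. This is consistent with fewer fibroblasts in the sorted AAV-VEGF-C cells. The most abundant of these genes, *Col1a1* and *Col1a2*, fell less (-0.65 and -0.79, edgeR adjusted p 0.506 and 0.398), and 1 of the 18 was called lower. This was a test that could have come out otherwise, and it does not exclude an effect of VEGF-C on these genes. The study also reported lower *Dcn* by quantitative PCR on dura mater, a measure that does not rest on the sort.

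Leukocyte transcripts differed between libraries within each group. *Lyz2* was at 6.39, 656 and 475 TPM in AAV-CTRL 1, 2 and 3 and at 0.677, 250 and 191 TPM in AAV-VEGF-C 1, 2 and 3. Over 7 abundant leukocyte genes the highest library was at least 15.7 times the lowest, and replicate 1 was the lowest in each group. The median lymphatic gene differed 2.07-fold and 2.57-fold. Leukocytes carried through the sort in differing numbers are a candidate explanation, and no biological explanation was tested.

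The gene the study calls Cacna1 is not a single symbol, and *Cacna1i* had an adjusted p of 0.0178 here by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The study used DESeq2. By DESeq2 *Cacna1i* had a log2 fold change of 4.38 (adjusted p 1.54e-09) and *Cacna1d* of 4.50 (adjusted p 7.34e-06). These adjusted p are lower than the value quoted from the study above. By DESeq2 *Slc12a3* had a log2 fold change of 4.55 (adjusted p 4.65e-08) and *Slc6a3* of 4.75 (adjusted p 0.0065). These fold changes lie nearest the study's values quoted above when *Slc12a3* and *Slc6a3* are exchanged. The reason was not tested. *Cacna1i* was not called under limma on log2(TPM + 1) and log2(TPM + 0.1) (adjusted p 0.269 and 0.301). Over all alternatives its adjusted p ran from 1.54e-09 to 0.301, and that of *Cacna1d* from 2.45e-14 with no filter to 0.291 among genes with a mean TPM of at least 5.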
